# Transcriptomic profiling of human cardiac cells predicts protein kinase inhibitor-associated cardiotoxicity

**DOI:** 10.1038/s41467-020-18396-7

**Published:** 2020-09-23

**Authors:** J. G. Coen van Hasselt, Rayees Rahman, Jens Hansen, Alan Stern, Jaehee V. Shim, Yuguang Xiong, Amanda Pickard, Gomathi Jayaraman, Bin Hu, Milind Mahajan, James M. Gallo, Joseph Goldfarb, Eric A. Sobie, Marc R. Birtwistle, Avner Schlessinger, Evren U. Azeloglu, Ravi Iyengar

**Keywords:** Toxicology, Predictive markers, Cardiology

## Abstract

Kinase inhibitors (KIs) represent an important class of anti-cancer drugs. Although cardiotoxicity is a serious adverse event associated with several KIs, the reasons remain poorly understood, and its prediction remains challenging. We obtain transcriptional profiles of human heart-derived primary cardiomyocyte like cell lines treated with a panel of 26 FDA-approved KIs and classify their effects on subcellular pathways and processes. Individual cardiotoxicity patient reports for these KIs, obtained from the FDA Adverse Event Reporting System, are used to compute relative risk scores. These are then combined with the cell line-derived transcriptomic datasets through elastic net regression analysis to identify a gene signature that can predict risk of cardiotoxicity. We also identify relationships between cardiotoxicity risk and structural/binding profiles of individual KIs. We conclude that acute transcriptomic changes in cell-based assays combined with drug substructures are predictive of KI-induced cardiotoxicity risk, and that they can be informative for future drug discovery.

## Abstract (web summary)

Cardiotoxic adverse events associated with kinase inhibitors are a growing concern in clinical oncology. Here the authors use cellular transcriptomic responses of human cardiomyocytes treated with protein kinase inhibitors and the associated drug structural signatures to determine an integrated predictive signature of cardiotoxicity.

## Introduction

Protein kinase inhibitors (KIs) are an important class of therapeutics used for the treatment of various forms of cancer^1,2^ and other diseases. There are currently more than 48 KIs approved for clinical use by the U.S. Food and Drug Administration (FDA) and other regulatory agencies^3^, and more than 250 KIs are undergoing clinical trials or are in development^4–6^. The clinical effectiveness of KIs as cancer drugs has led to a broad effort to develop drugs that are more efficacious and have reduced the propensity for adverse events. Cardiotoxicity (CT) is a clinically important adverse event associated with several KIs^7–10^. KI-associated CT manifests as loss of cardiomyocyte function, which can lead to heart failure^11^. Given the extensive therapeutic potential of KIs, approaches to identify and subsequently mitigate the risk for CT during early development of novel KIs and during clinical administration are urgently required.

We do not yet sufficiently understand the mechanisms underlying KI-associated CT. The human kinome consists of more than 500 protein kinases^12^. Given that many KIs exhibit multitarget pharmacology^13^, inhibition of multiple protein kinases in cardiomyocytes may lead to adverse drug effects such as CT^14^. For individual KIs, pathways involved in mitochondrial function^8,15,16^, endoplasmic reticulum stress response^16^, and AMPK inhibition^17^, have been shown to be associated with KI-induced CT^18^. Overall, however, the general mechanisms of KI-induced CT are still poorly understood^18^.

Obtaining quantitative clinical risk scores for KI-associated CT is also challenging, as the risk for KI-associated CT has not been systematically studied. The FDA adverse event report system (FAERS) database has been previously applied to quantify the risk of ADRs^19–21^. The FAERS database contains over 9 million individual drug-associated adverse-event reports reported by industry and physicians. Through statistical analyses of the FAERS database, relatively unbiased estimates for the relative risk for specific ADRs can be computed. Such risk scores are clinically relevant as they are based on real-life patient population, and they are not solely based on selected patient cohorts. We previously used such analyses of the FAERS database in combination with systems’ pharmacology-based approaches to obtain mechanistic insights into adverse-event mechanisms^21,22^.

In the current study, generated as part of the NIH-funded Library of Integrated Network Based Cellular Signatures (LINCS) Drug Toxicity Signature Generation Center (DToxS), we take a top–down global approach to determine if a comprehensive profiling of gene expression changes in human cardiomyocytes can provide insight into pathways associated with KI-induced CT, and to potentially predict the risk of CT. The rationale for this approach is based on the central assumption that CT largely originates from cardiomyocytes where one or more protein kinases contribute to the pathophysiology. Since progression to heart failure takes several months to manifest, it is not immediately obvious if gene expression changes measured after drug treatment for a few days would have predictive value. Thus, a second important assumption is that early changes in gene expression upon drug treatment of cardiomyocytes are indicative of later physiological events. We test the validity of our assumptions by experimentally obtaining gene-expression patterns for the different KIs, and if these patterns could be selectively associated with the clinical risk of CT for each KI, thereby providing gene-expression signatures for KI-associated CT.

We report the generation of transcriptomic profiles from four human primary cardiomyocyte-like cell lines. These profiles are generated using 23 KIs that were FDA-approved and used extensively at the time of experimental design, such that an adequate number of clinical reports have been collected. Drugs are used at their imputed therapeutic concentrations. Through this pan-KI transcriptomic profiling, we obtained insights into the affected pathways that may be related to KI-associated CT. We show that selective patterns of gene expression can be associated with the FAERS-derived clinical risk for KI-associated CT, which may be highly relevant to identify KI drug candidates at risk for showing clinical CT. We also describe the relationships between KI CT risk and structural properties of KIs, highlighting the potential for re-engineering small molecules that exhibit a high risk for CT.

## Results

### Differences in CT risk of kinase inhibitors

In order to obtain unbiased estimates of clinical risk of KI-associated CT, we analyzed individual adverse-event reporting data from FAERS (Fig. 1a). Reporting odds ratios (RORs) were derived based on the relative frequencies of AE occurrence of each KI compared to all KIs. These risk scores provide a relative ranking of KI-associated toxicity. Kinase inhibitors were shown to have pronounced differences in the relative risk of CT (Fig. 1b). When comparing the ranking of risk scores derived from FAERS with adverse drug-reaction (ADR) reporting data from the World Health Organization (WHO) ADR reporting database, we find that the ranking from these databases largely agrees (Fig. 1c), indicating the general consistency of the clinical risk scores across databases.

**Fig. 1:**
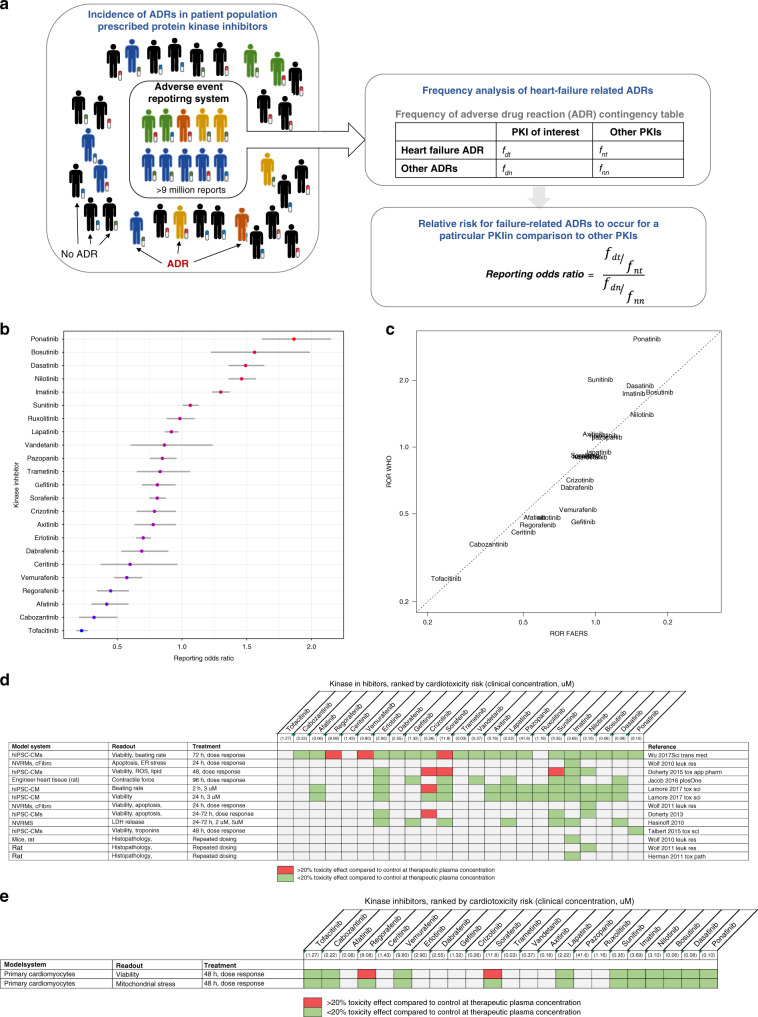
Cardiotoxicity of protein kinase inhibitors. **a** Approach to quantify relative clinical cardiotoxicity risk scores for kinase inhibitors from the FDA Adverse Event Reporting System (FAERS) database. **b** Reporting odds ratio (mean and 95% confidence interval of computed odds ratio) for cardiotoxicity across kinase inhibitors from FAERS. **c** Comparison of ranking derived from FAERS and WHO Pharmacovigilance data shows agreement. **d** Literature-reported in vitro and in vivo preclinical assays to predict KI-associated cardiotoxicity poorly correlated with clinical FAERS-derived risk scores for cardiotoxicity at clinical drug concentrations. **e** In vitro dose–response experiments for selected KIs for viability and mitochondrial stress poorly correlate with clinical FAERS-derived risk scores for cardiotoxicity. Source data are provided in source data file.

### Phenotypic assays poorly correlate with CT

We performed a literature review for in vitro and in vivo experimental datasets that aimed to predict CT risk based on phenotypic readouts, such as cell viability or beating rate from in vitro cardiomyocyte or animal models, to determine if such phenotypic experiments can predict the clinical risk scores for CT. Studies in which drugs at the clinical concentration induced more than a 20% change in various phenotypic readouts compared to control experiments were classified as predicting potential CT (Fig. 1d). Across these studies, it was apparent that there was no identifiable relationship between apparent experimental toxicity in comparison to the relative incidence of CT in patients as derived from FAERS.

We conducted dose–response experiments with selected KIs that had varying risks for CT using the cardiomyocyte cell lines that were used in the current study for transcriptomic profiling, quantifying cell viability, and mitochondrial stress after 48 h of exposure to the selected KIs. We again assessed if drugs caused more than a 20% change in cell viability and mitochondrial stress at the typical clinically used concentration (Supplementary Table 1). These studies showed a similar lack of correlation with clinical risk (Fig. 1e, Supplementary Fig. 1). These findings underscore the need for alternative approaches such as early molecular signatures for CT. This identified lack of the predictiveness of preclinical in vitro and in vivo phenotypic assays, as has been noted by others^7^.

### Transcriptomic profiling of human primary cardiomyocyte-like cell lines

To study the transcriptomic response to KIs associated with CT, we obtained four primary cardiomyocyte lines that were isolated from ventricles of healthy adult human heart (two male and two female, PromoCell GmbH, Germany). Culture conditions, detailed phenotypic characterization of each cell line, including gene and protein expression, morphology, and functional assays, can be found on the DToxS Center website (www.dtoxs.org) under the “Cellular Metadata” section.

Confluent cardiomyocyte-like cells were treated with drugs for 48 h at concentrations similar to their clinical concentration (Supplementary Table 1) with 3–4 replicates and 3–4 cell lines (Supplementary Table 2), after which RNA was extracted and sequenced using the 3′ digital gene-expression method^23^ (Fig. 2a).

**Fig. 2:**
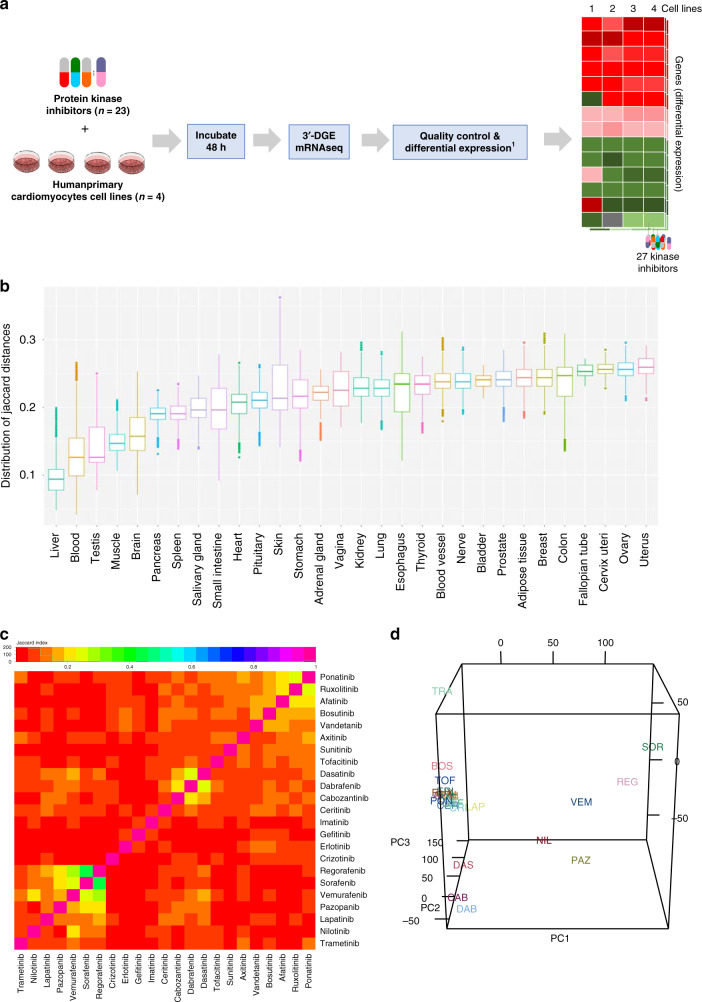
Overview of pan-KI transcriptomic profiling in human primary cardiomyocyte-like cells. **a** Overview of experimental approach to generate transcriptomic data. For each drug, genes were ranked by absolute mean fold-change gene-expression value across replicates (>3 biological replicates) and cell lines (a total of 1309 experiments), and the top 250 genes for each KI were kept. Information about the total number of replicates can be found in the source data file. **b** Jaccard similarity of gene-expression signature of PromoCell cardiomyocyte cell lines (102 samples) to gene-expression signatures of tissues available in the GTeX database (17,382 total samples). Boxplot whiskers refer to the upper and lower quartile of all pairwise Jaccard coefficients between each sample, within each tissue type. Information about each boxplot’s sample size, minima, maxima, and center is provided in the source data file. **c** Heatmap depicting the Jaccard index that indicates the magnitude of similarity in top-ranking differentially expressed genes for all KI pairs. **d** First three principal components (PCs) based on full mean fold-change gene-expression profiles across KIs. Source data are provided in source data file.

We investigated if transcriptomic profiles of PromoCell cardiomyocytes are related to human heart tissue and hence a good model to study CT. We compared the gene-expression similarity of untreated PromoCell cardiomyocytes against tissues available in the Genotype-Tissue Expression (GTEx) project, which contains gene-expression data from many human tissues, including the heart (Fig. 2b)^24^. Using the Jaccard distance for the top expressed 250 genes (based on transcript per million counts) for both untreated PromoCell and GTEx tissues, we observe that PromoCell cardiomyocytes’ expression exhibits a gene expression similar to blood (rank 2), muscle (rank 4), and heart (rank 10) tissue. Based on these results, we conclude that the PromoCell cardiomyocytes can offer comparable gene-expression changes to that of cardiomyocytes.

### Limited overlap in differentially expressed genes across KIs

Differential gene-expression fold-change values were computed across the four cell lines. Initial analyses showed that the DEGs generally clustered more strongly by drugs than by cells. We calculated median fold-change values for each KI across cell lines, resulting in a single gene- expression profile for each KI. Ranked gene lists for each KI were generated by ranking by differential gene-expression *p* value and keeping the top 250 genes. To assess the similarity between genes present in the top 250 genes for each KI, the Jaccard index was calculated for each ranked list of KI-specific genes, which indicated a limited overlap (<0.25) between the top 250 genes across KIs (Fig. 2c). Principal component analysis showed variable gene-expression patterns for nine KIs, while for the remaining KIs, little variation in gene expression was seen (Fig. 2d), even though these remaining KIs included drugs for which CT is well established. We concluded that ranked differential gene-expression values would not be sufficient to provide clear insights into gene-expression profiles associated with CT.

### Pathways correlated with KI-associated CT

To identify pathways and subcellular processes across KIs and their potential involvement with CT, we performed enrichment analysis for protein kinases and KEGG terms using the top 250 differentially expressed genes ranked by *p* value across cell lines and KIs. We then correlated *p* values of enriched terms with clinical FAERS-derived risk scores to identify potential kinases and pathways associated with CT risk (Fig. 3a). The protein kinase LIMK2, which is involved in actin cytoskeleton reorganization pathways, ranked the highest in its correlation specifically enriched for KIs with a higher risk score (Fig. 3b). Sucrose- and pyruvate-metabolism pathways were the most strongly enriched pathways correlating with high risk scores (Fig. 3c). However, since no directionality in pathways is considered in these enrichment analyses, both the positively and negatively correlated processes may play a role in the development of CT. When considering enriched protein kinases and KEGG processes across all KIs without considering correlation to CT risk, multiple pathways were identified (Supplementary Fig. 2). These findings indicate that there is likely substantial complexity underlying the action of KI in cardiomyocytes, although currently these analyses remain correlational and do not offer proof of causal relationships.

**Fig. 3:**
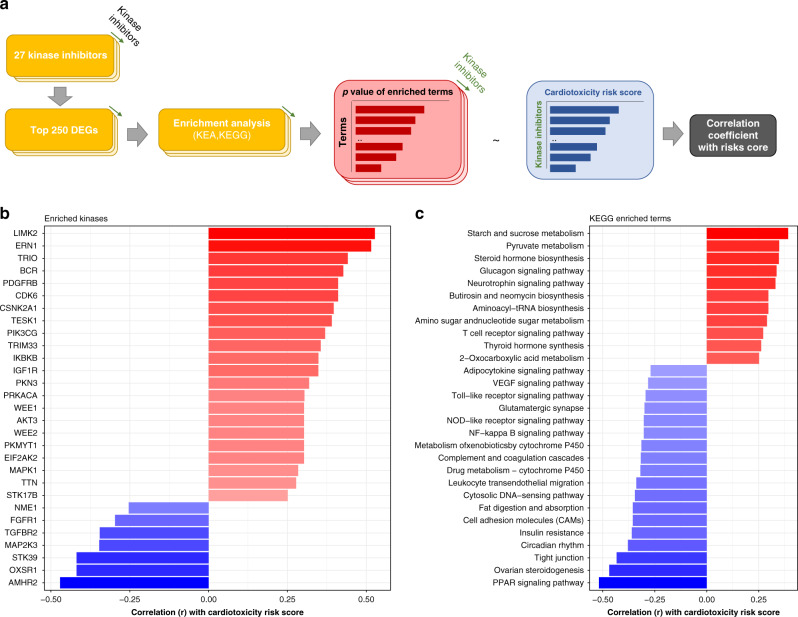
Analysis of transcriptomic profiling data in relation to cardiotoxicity risk. **a** Flowchart indicating ranked lists of top 250 differentially expressed genes ranked by p value for each kinase inhibitor across cell lines from the transcriptomic cardiomyocyte profiling, which were then enriched and subsequently related to clinical cardiotoxicity risk scores. Enriched kinases (**b**) and enriched KEGG pathways (**c**) (*p* < 0.05) that show a correlation coefficient > |0.25| with cardiotoxicity risk scores and the associated enrichment *p* values. Source data are provided in source data file.

### Transcriptomic signature to predict CT risk

We tested if our KI-wide fold-change gene-expression profiles correlated with the KI-specific clinical risk scores for CT to identify a predictive transcriptomic signature for CT risk. Given the limited similarity between top-ranking gene-expression profiles across KIs, the entirety of the gene- expression profiles for different KIs were considered as potential predictors for KI-associated CT risk. KI-specific expression profiles of 10,749 genes were available as potential predictors for KI-specific CT risk scores. To identify genes most strongly associated with CT risk, we used an elastic net-penalized regression approach, which aims to select the most predictive variables while avoiding overfitting^25^.

A two-stage regression analysis was performed (Fig. 4a). From the available 23 KIs with the associated clinical CT risk scores, we randomly left out 2 KIs for external validation of the model (test set, 10% of data). The differential gene-expression profiles of 21 remaining KIs were then used to train the model. Given the limited number of available drugs, small changes in expression patterns for drug were expected to affect the identity of the overall set of predictor genes. Therefore, we generated bootstrap datasets by random resampling of KI risk and the associated gene-expression profiles. These bootstrapped datasets were then fit using elastic net models. This first step was performed to identify gene-based predictors that could consistently predict CT risk and contributed significantly to the prediction of this risk. The bootstrap analysis resulted in stable selection of potential predictors. Predictors to be included in the final elastic net regression model were selected based on their minimal root-mean-squared prediction error (RMSE) after cross- validation. Based on this cross-validation, the gene-expression-based predictors in the final elastic net models consisted of 26 genes with the associated variable importance values (Fig. 4b).

**Fig. 4:**
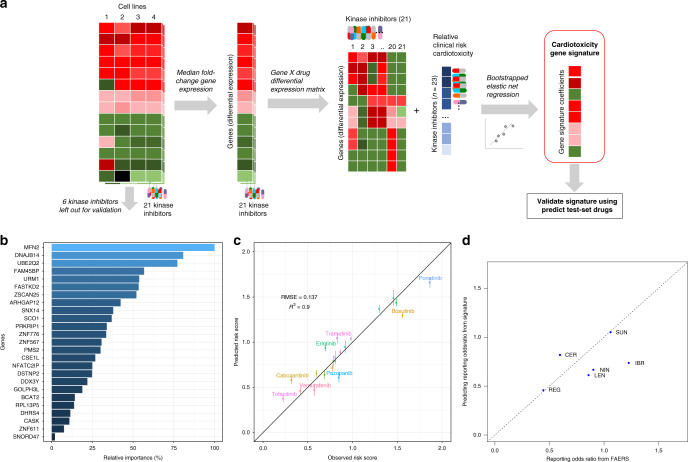
Regression analysis for transcriptomic signatures to predict clinical risk. **a** Overview of processing and elastic net regression analysis of transcriptomic data in combination with FAERS-derived clinical risk scores. **b** Transcriptomic signature genes selected to predict cardiotoxicity risk score indicating their variable importance. **c** Observed and predicted risk scores from the elastic net cross- validation analysis (mean and standard deviation). **d** External validation of the signature for six kinase inhibitors: regorafenib (REG), sunitinib (SUN), ibrutinib (IBR), lenvatinib (LEN), nintendinib (NIN), and ceritinib (CER).

Repeated cross-validation analyses indicated good predictive performance of the model for left-out KIs (Fig. 4c). We evaluated our 26-gene signature for predicting CT risk on an independent validation set of six KIs, of which three KIs were previously untested (Fig. 4d). 

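The validation libraries were made from mRNA that was copied with random primers, after 48 h of exposure of 4 lines of primary human ventricular cells (PromoCell), named here A, B, D, and E, to a single KI or to vehicle. Ceritinib, which inhibits ALK, was given at 1 µM (13 libraries), and ibrutinib, which binds BTK covalently, at 0.5 µM (14 libraries). Lenvatinib at 1.5 µM (16 libraries) and nintedanib at 0.2 µM (13 libraries) inhibit several growth factor receptors, and 14 libraries came from vehicle-treated control wells. Each line had 2 to 4 libraries per KI or control. The dose of ceritinib is given by Table 1 and the labels, and those of the other KIs are taken from the labels. The labels give 1 lenvatinib library (line B, replicate 4) a dose of 1 µM and 1 ceritinib library (line D, replicate 3) a dose of 0.5 µM, and both were kept with their KI. Regorafenib and sunitinib, the other KIs of Fig. 4d, were not analysed here. All 70 libraries shared 1 plate on which the lines occupied successive columns, with some columns shared by neighbouring lines, so that line and plate position were largely confounded, while each line held its own control wells.
The authors aligned the reads to hg38 with STAR, removed duplicate fragments and fragments of poor alignment quality, assigned the rest to genes, and removed outlier samples by correlation. The deposited values are these counts per gene, without normalization. The total count per library ranged from 5647390 to 53831114 (median 29187440) for ceritinib, from 14178135 to 42363853 (median 24115860) for ibrutinib, and from 7039872 to 36079686 (median 19903437.5) for lenvatinib. It ranged from 5023923 to 47924571 (median 19243479) for nintedanib and from 5420069 to 37188158 (median 20842727) for the controls. From the counts, 18374 of 38478 genes passed edgeR's low-count filter and were scaled by its TMM method. A model with 1 mean for each line and treatment was fitted to all libraries, and the fold change of a KI is the mean over the 4 lines of its log2 difference from the control of the same line. The spread between replicate wells was a biological coefficient of variation of 0.192. The labels also give each library an investigative unit, numbered within its line and shared by wells of different treatments. Of the alternatives, leaving out investigative unit 3 in every line moved the number of genes changed by lenvatinib most, from 2758 to 737. Over the alternatives taken together, the counts for the other KIs moved by larger factors.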

We note that the independent validation set was performed 1 year after the original signatures were generated, using a different experimental protocol for the transcriptomic assay that was based on mRNA detection using random primers. We observed accurate predictive performance for five out of six KIs tested. 

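The text counts 26 signature genes, and the 25 gene names of Fig. 4b were all found in the count table and passed the low-count filter. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 0 of these 25 genes changed under ceritinib, 1 under lenvatinib and 0 under nintedanib, and adjusted over the list alone the counts were again 0, 1, and 0. At an unadjusted p under 0.05 the counts were 0, 5, and 1. The changed gene was SNORD47, a small nucleolar RNA encoded on chromosome 1 of GRCh38 from 173864369 to 173864445, within the non-coding host gene GAS5, whose reads may be counted for either gene. SNORD47 fell from 1.40 ± 0.80 CPM (counts scaled to the library size) (SD, n = 14) in the controls to 0.84 ± 0.41 (SD, n = 16) under lenvatinib, a log2 fold change of -0.65 (SE 0.19, adjusted p = 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level fell in lines A, B, and D and rose in line E, and the test of a difference between lines gave an adjusted p of 0.356. Without the control library of line A, replicate 1, lenvatinib changed 4 signature genes. Without investigative unit 2 or 3, or without line A, B, or D, it changed 0, so that SNORD47 lost its call. A filter of at least 10 counts in every library left 0 signature genes changed under lenvatinib, since it removes low genes of this kind.
The paper describes a median of the fold changes over the lines for the matrix that enters its regression, and a mean in its account of the regression itself. The root mean square of the median over the signature genes was 0.209 for ceritinib, 0.179 for lenvatinib and 0.151 for nintedanib. Set against 10000 random lists of genes of matched expression, these sizes lay at percentiles 97.2, 16.0, and 54.6. The ceritinib value rested on DDX3Y, a Y-linked gene counted at or near 0 in some lines, and without that gene it was 0.108, at percentile 28.7. With the mean over lines in place of the median, the sizes were 0.244 for ceritinib, 0.205 for lenvatinib and 0.240 for nintedanib, at percentiles 97.6, 25.2, and 95.1. Without DDX3Y they were 0.0703, 0.164, and 0.129, at percentiles 1.02, 5.87, and 23.1. A rotation test (edgeR's fry, genes free to move either way, 4 KIs tested) gave a Benjamini-Hochberg adjusted p of 0.953 for the list under each of these KIs. The unadjusted fry p was 0.953 for ceritinib, 0.365 for lenvatinib and 0.777 for nintedanib. In a fit of the lenvatinib and control libraries alone it was 0.141. Of 100 groupings of these libraries within lines, the real one included, 3 gave as small a p. A change of the list under lenvatinib is thus not excluded. FAM45BP, DSTNP2, and RPL13P5 are pseudogenes, and PMS2 and DHRS4 have close copies, so their counts can include reads of related genes. From the risk scores that the fold changes of the signature predict, set beside the scores observed in adverse-event reports (Fig. 4d), the paper states that the prediction was accurate for most of these KIs. The coefficients of the regression were not used here.

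**Figure D1:**
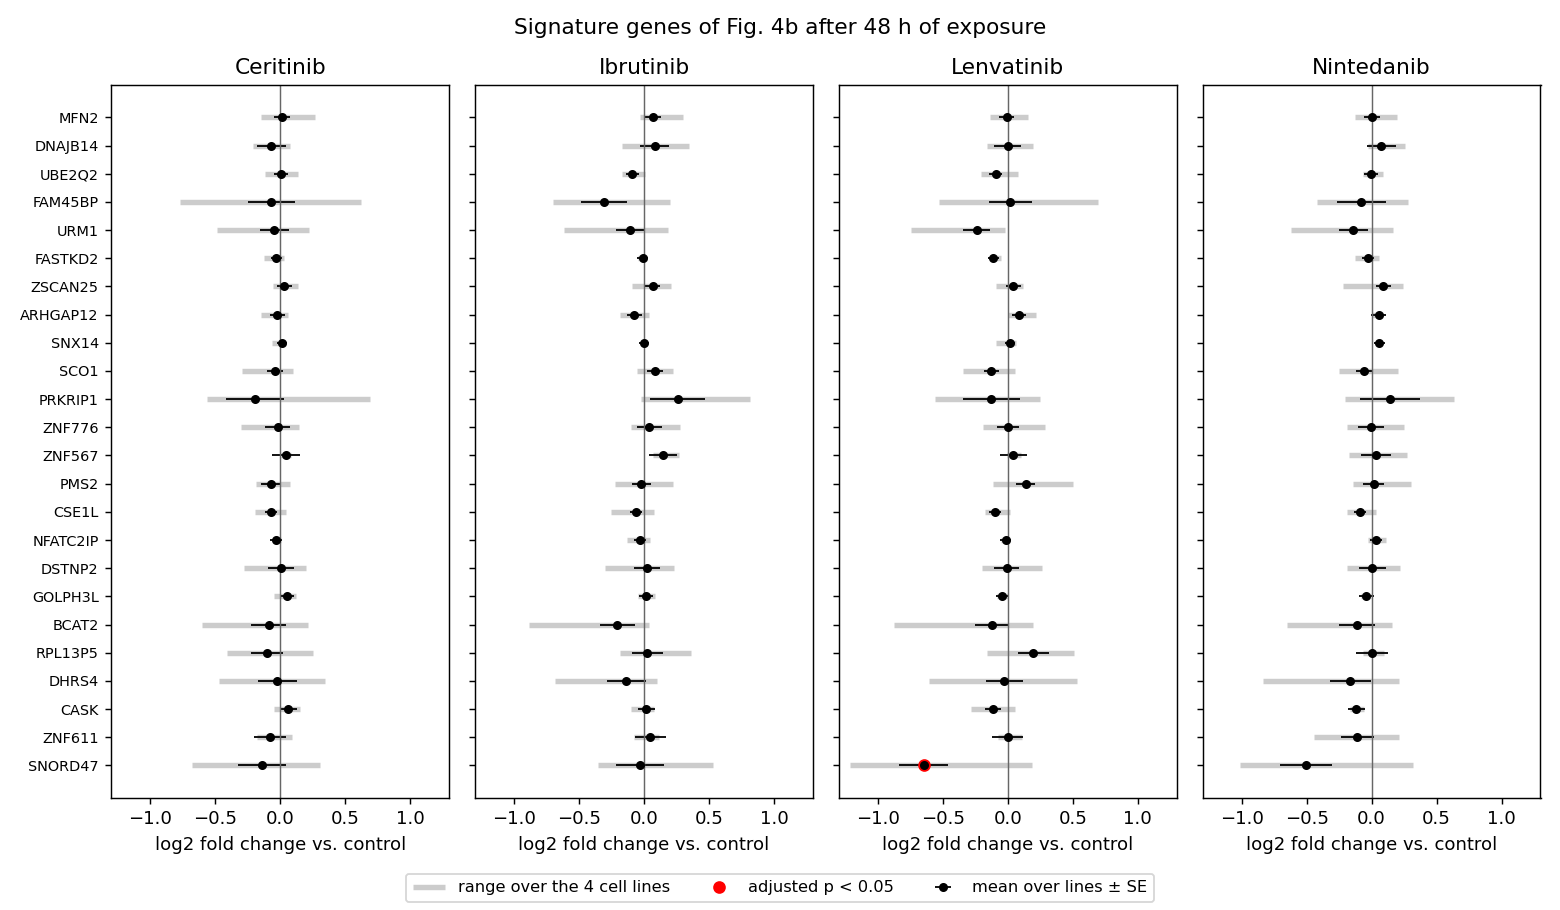
Log2 fold change against vehicle control (horizontal axis) of 24 of the 25 signature genes of Fig. 4b (rows, DDX3Y left out) under each of the 4 KIs. Points and lines show the mean over the 4 cell lines ± SE, grey bars the range over the lines, and the red ring marks the single change with an adjusted p under 0.05, SNORD47 under lenvatinib at -0.65.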

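Ibrutinib was given at 0.5 µM, and its 14 libraries were set against the 14 vehicle-treated controls. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 25 signature genes changed, over all genes as well as adjusted over the list alone, and 0 had an unadjusted p under 0.05. The root mean square of the median fold changes of the signature was 0.106, at percentile 19.3 of the random lists of matched expression. With the mean over lines it was 0.206, at percentile 91.0, and 0.112, at percentile 21.9, without the Y-linked DDX3Y. The rotation test of the list gave an adjusted p of 0.953. Outside the signature, ibrutinib changed 14 of 18374 genes, of which 2 rose and 12 fell. With the investigative unit as a block within each line, it changed 72 genes (22 rose, 50 fell), and all 14 were among them. The same block in a fit of the ibrutinib and control libraries alone gave 0, so the higher count rests on the fit to all libraries. CREB5 (chromosome 7, 28299321 to 28825894, GRCh38), a transcription factor gene, fell from 15.5 ± 8.60 to 7.37 ± 4.88 CPM (SD, n = 14 each), a log2 fold change of -1.24 (SE 0.17, adjusted p = 3.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell in each of the 4 lines, by between -1.02 and -1.61. MYOZ2 (chromosome 4, 119135832 to 119187789), which encodes a sarcomere protein, fell by 1.17 on the log2 scale (SE 0.19, adjusted p = 5.4e-04 from the same edgeR test with Benjamini-Hochberg adjustment). Part of the difference in muscle genes may come from the control library of line B, replicate 1. In that library, sarcomere genes were counted far above the other controls. Without it and a nintedanib library with the same excess, 6 genes remained changed, all among the 12 that fell, and MYOZ2 still fell by 1.09. This drop does not single out that control. Fits that kept it called 2 genes without line A and 7 without line E, but 35 without the control library of line A, replicate 1. DAW1 (chromosome 2, 227871631 to 227924344) fell by 0.63 (SE 0.11), and TPD52L1 (chromosome 6, 125153773 to 125264407) rose by 0.52 (SE 0.11), with adjusted p of 0.00212 and 0.0165 from the same edgeR test with Benjamini-Hochberg adjustment. DAW1, TPD52L1, and MYOZ2 kept their direction and lost their call in some of the fits that left out an investigative unit or a line. TPD52L1 also lost it in the fit of the ibrutinib and control libraries alone, where 7 genes changed and 0 rose. BTK, the intended target of ibrutinib, had 0.018 ± 0.040 CPM (SD, n = 14) in the controls and exceeded 3 counts in 1 of these 14 libraries, so that a change of its transcript was not detectable at this depth.
From a risk score predicted for ibrutinib that lies farther from the observed score than for the other KIs (Fig. 4d), the paper names it as the exception, and its discussion explains this by covalent inhibitors being rare in the databases it used.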

The outlier, ibrutinib, had the lowest, albeit acceptable, predictive performance, with an error of 0.493 between the predicted and observed risk scores. Taken together, the developed signature can be of relevance to support risk prioritization of newly developed KIs. When we tested which of the 21 KIs drove the prediction strength of the model, we found that excluding any of four low-CT risk drugs (cabozantinib, tofacitinib, pazopanib, and erlotinib) increased the error substantially, indicating that these KIs contribute distinct information to the signature. In contrast, several of the high-ranking CT drugs could be excluded without sacrificing accuracy (Supplementary Fig. 3).

We then used the 26-gene signature to construct a protein–protein interaction network analysis to identify protein kinases and transcription factors associated with the signature (Supplementary Fig. 4). Several protein kinases were retrieved that are both known targets of the studied KIs, and which may be associated with the occurrence of KI-induced CT.

### Chemical structures of KIs inform CT risk

Off-target binding or polypharmacology is commonly observed in KIs^23^. Since off-target binding is dependent on the structure of the drug, we investigated the relationship between kinase inhibitor chemical structure, binding target profile, and CT risk. To do this, we generated a structure–activity–similarity (SAS) map of the 26 tested inhibitors (in both the training and validation set) and their CT-risk score (Fig. 5A)^26^. SAS maps can be divided into four quadrants: the upper-left quadrant shows KI pairs with low chemical similarity and large changes in CT risk. The lower-left quadrant describes largely dissimilar KI pairs with small changes in CT risk. The lower-right quadrant describes KI pairs that exhibit a “smooth” structure–activity relationship, that is, small changes in chemical similarity are associated with small changes in CT risk. Finally, the upper-right quadrant indicates highly chemically similar compounds with large changes in CT risk.

**Fig. 5:**
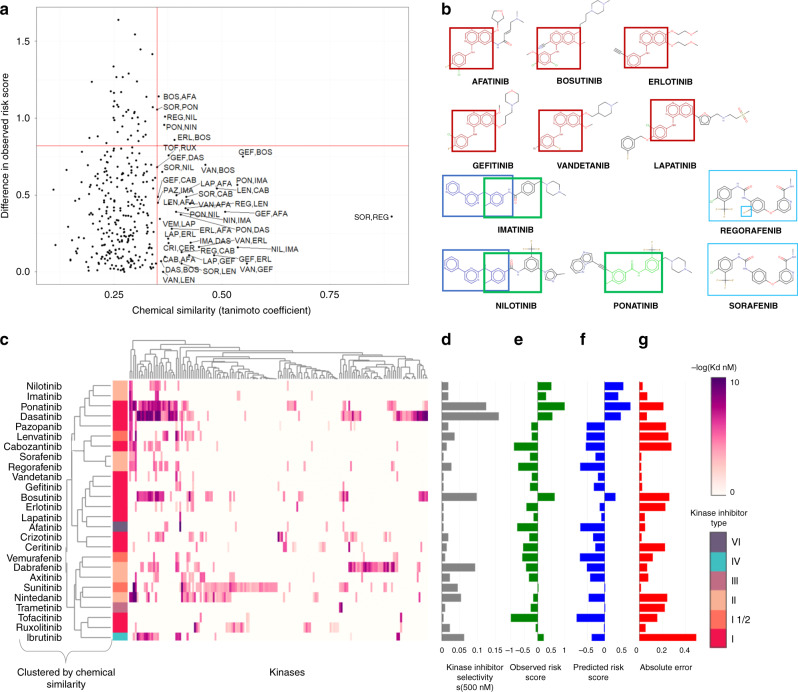
Structure–activity–similarity (SAS) maps of kinase inhibitor activity and cardiotoxicity. **a** A SAS map relating pairwise chemical similarity measured by Tanimoto coefficient (Tc) derived from a weighted average of 4 chemical fingerprints (ECFP4, ECFP2, Daylight, and MACCS), between pairs of 26 kinase inhibitors (Table 1) and their difference in cardiotoxicity scores (DCS). The threshold for chemical similarity was the top 10% value in the distribution of Tc values: 0.38. The threshold value for DCS was half of the maximum DCS score: 0.82. **b** Highlighted chemical scaffolds for distinct kinase inhibitors observed in the upper- and lower-right regions. **c** Binding profile of kinase inhibitors based on data from Klaeger et al.^5^. Kinase inhibitors were hierarchically clustered based on chemical similarity, and kinase inhibitors are annotated by their binding mode (e.g., type I, type I1/2, type II, type III, type IV, or type VI)^6^. **d** Kinase inhibitor selectivity scores at 500 nM *K*_d_. **e** Observed cardiotoxicity risk scores were normalized to zero and ordered based on hierarchical clustering of the kinase inhibitors. **f** Predicted cardiotoxicity risk scores were normalized to zero and ordered based on hierarchical clustering of the kinase inhibitors. **g** Absolute error from observed and predicted cardiotoxicity risk scores. Source data are provided in source data file.

KI pairs in the upper-right region represent activity cliffs, that is, that small changes in chemical structure are associated with large changes in CT risk. In this region, we find several KI pairs, in particular, we observe large activity cliffs between afatinib and bosutinib as well as bosutinib and erlotinib. Here, all four compounds have the same chemical core (Fig. 5b); however, both afatinib and erlotinib show respectively lower CT risk scores compared to bosutinib. We hypothesized that harmonization of drug substructure, similarity, and promiscuity in the context of kinase inhibitor type may inform on our ability to predict CT risk (Fig. 5c).

By investigating their KI target profiles, we observe that both afatinib and erlotinib are less promiscuous KIs compared to bosutinib (which is one of the most promiscuous KIs in this set, Fig. 5d), and they both inhibit EGFR at nanomolar concentrations. On the other hand, less promiscuous KIs, such as lapatinib and gefitinib, exhibit a comparably lower CT risk score (Fig. 5e). Indeed, we observe a correlation between kinase inhibitor promiscuity and the observed CT risk score (Supplementary Fig. 5). However, KI promiscuity may not be the sole determinant of CT risk. For example, KIs such as imatinib and nilotinib are not as promiscuous as bosutinib; however, both exhibit relatively high CT risk scores. In this case, both imatinib and nilotinib CT may be explained due to their similar chemical structure and high specificity for protein kinases such as DDR1 and ABL.

Finally, kinase inhibitors have distinct binding modes against their targets^6,27,28^. Kinase inhibitors that bind their kinase targets can be classified based on their binding mode, including the kinase conformation they bind and/or type of interactions they make with their kinase targets (e.g., covalent vs. noncovalent)^6,27,29^. For example, type I inhibitors bind an active kinase conformation, while Type I1/2, II–V bind distinct inactive states (Methods); type VI KI binds the kinase target covalently. We do not observe a clear relationship between kinase inhibitor-binding mode and CT. For example, the type II inhibitors imatinib and nilotinib are observed to have a high CT risk, while the type II inhibitors sorafenib and regorafenib have comparatively lower observed CT risk. However, both pairs of inhibitors are highly chemically similar and have similar binding targets. Taken together, the observed CT risk of a KI may be related to both a kinase inhibitor’s selectivity and its chemical structure. Furthermore, we observe a relationship between chemical structure and binding target similarity to the predictive performance of our signature (Fig. 5e–g).

## Discussion

The occurrence of drug treatment-associated CT, leading to decreased cardiac function, follows the therapeutic effects of the drugs, and is only observed in a subset of the patients using the drug. This raises the question of whether it would be possible to obtain early cell-based signatures predictive for drug toxicity. Here we addressed this question by attempting associating drug treatment-induced gene-expression patterns with the clinical risk for the adverse events of interest.

By estimating clinical risk from the FAERS database, our method utilizes a relevant and unbiased approach for the quantification of CT risk. As a result, our CT risk scores lack notable pitfalls such as selection bias associated with tightly controlled clinical trials, which underestimate adverse-event risks due to cohort size, trial duration, and selective inclusion criteria for subjects. Nevertheless, there are limitations to the FAERS database as well, which we have discussed and addressed in previous work^22^. Specifically, use of the FAERS resource may confound demographics information such as age and sex, which was observed not to vary across different KIs. Moreover, CT risk score does not reflect absolute risk for developing CT. Rather, it reflects the relative risk for a subset of patients for which drug-associated adverse events were reported. In addition, there may be some systematic biases based on the sampling frequency of drugs by institution.

It remains unclear if all KIs induce CT through similar mechanisms, and to what extent ultimate clinical pathologies are similar. While the FAERS database allows us to distinguish between different types of CT, the annotation is not uniform and may either refer to distinct pathophysiological descriptions or rather more general clinical presentations of heart failure. To this end, we chose to lump all forms of heart failure, while excluding cardiac AEs that have known and unrelated origin such as coronary artery disease and arrhythmias.

We compared KI-associated transcriptomic response profiles generated from cultured human primary cardiomyocyte-like cells with clinical CT risk scores to obtain a reduced set of genes that may predict the relative risk for KI-associated CT. Using the clinically weighted signatures and the associated regression coefficients identified in the elastic net model, the relative risk for CT can be predicted. The risks predicted by our signatures and the associated regression model can be used in drug development to rank the potential risk of novel KIs with respect to existing KIs with better characterized clinical risks for CT.

The signatures generally showed good prediction of CT risk during cross-validation as well as on an independent set of KIs (Fig. 4), while the only poorly performant KI, ibrutinib, inhibitor of Bruton nonreceptor protein-tyrosine kinase, represents a unique KI in terms of binding mode (i.e., type VI inhibitor) and high promiscuity (Fig. 5). Specifically, it is a member of an emerging class of kinase inhibitor drugs that bind their targets covalently (type VI KIs). These drugs are highly underrepresented in the databases used in this analysis, explaining the misclassification of ibrutinib^30^.

The four cell lines we studied are insufficient to fully capture such human variability to KIs. Therefore, in our analysis, we used median fold-change gene-expression profiles across multiple cell lines. The resulting averaged gene-expression profiles thus reflect relatively consistent changes in gene expression across cell lines, i.e., changes in gene expression that are less likely to be highly variable across cell lines, yet may also reflect a set of predictors that may be more consistent in the population. Given that the FAERS CT risk scores also reflect a population-level CT risk, the use of these median values in fold-change gene-expression values is a reasonable starting point for our analyses.

The experimental underpinning of the transcriptomic profiles generated in this study makes them likely to be of value in selecting drug candidates with a low risk for CT as an adverse event. Our analysis is based on primary human heart-derived cardiomyocyte-like cells. Although these cell lines do have phenotypic limitations due to dedifferentiation, the signatures obtained from the cells could be relevant for prediction of clinical drug effects. These cell lines may be reflective of human cardiac pharmacology, i.e., in comparison with animal-derived cardiomyocytes, even though further characterization and standardization are still needed. Detailed characterization of these cell lines is available as metadata to the RNAseq datasets at www.dtoxs.org. Our analyses used drug exposures similar to clinically reported maximum plasma concentrations of the individual KIs, rather than using the same concentrations for all KIs, even though we did not correct for protein binding. We expect that the duration of 48-h exposure may reflect transcriptomic changes that are likely related to early changes in subcellular processes associated with the adverse event of interest.

Unfortunately, in this study, it is not feasible or ethically possible, due to lack of prior informed consent, to compare cardiac gene-expression signatures with gene-expression profiles from patients who receive KI-therapy and/or who developed KI-associated CT. We considered whether we could compare our gene-expression signatures to cardiac gene-expression data from patients with heart failure who undergo surgery. Typically these are patients with advanced disease, and the gene expression in tissue from advanced disease is not likely to be of relevance to acute drug-induced CT.

By investigating the chemical structure and binding profile similarity of KIs, we are able to observe that chemical components and scaffolds that lead to promiscuous binding of KIs to multiple binding targets are correlated with higher CT values. This is consistent with the notion that a portion of CT risk of KIs can be attributed to higher levels of off-target interactions. Indeed, when we investigate the binding profile of three chemically similar KIs: afatinib, erlotinib, and gefitinib, we find that their binding profiles are fairly specific compared to other KIs, and they have a lower normalized CT risk score. One limitation we have observed with our approach is that chemically distinct KIs (e.g., in terms of binding profile, substructural similarity, and type), such as the type IV inhibitor ibrutinib, exhibit diminished predictive performance. However, we think that using the guidelines we provide herein, this signature could still assist in the development and prioritization of KIs with lower toxicity risks.

We cautiously anticipate that clinically weighted transcriptomic signatures such as those developed in this study may be of relevance to guide safety assessment in early drug development. Unlike the relatively well-established assessment of electrophysiological safety issues such as QT prolongation, the assessment of non-QT type of CT associated with KI^16^ and other novel drugs^31^, lacks reliable biomarkers. The transcriptomic signature for CT identified in this study may help fill this gap, especially if its structure and binding profiles are closely represented within the inhibitors in this study. One could anticipate that after initial selection of promising KIs with apparent efficacy in preclinical screens, transcriptomic profiling using the signatures developed here may possibly be used to rank drugs for the expected CT risk and exclude those with high CT risk scores (Supplementary Fig. 6).

While beyond the scope of this study, future extension of our studies could explore the idea of studying individualized risk scores for CT. That is, do baseline gene-expression profiles of larger libraries of patient-derived cardiomyocyte cell lines predict the difference in risk for CT between individual patients? Ideally, such an analysis would be conducted using induced pluripotent stem cell-derived cardiomyocytes from patients, who have received KIs and experienced different levels of CT, such as was recently described for anthracycline chemotherapeutics^32^. This would then further enable the development of precision medicine approaches to KI therapy that could minimize the risk for CT.

## Methods

### Cell culture and drug treatment

Adult human cardiomyocytes (Cat #: C12810) were purchased from PromoCell GmbH (Heidelberg, Germany) and grown in culture as per the manufacturer’s instructions. Four different cell line lots (Lot #: 3042901.2, 4031101.3, 2082801.2, and 2120301.2) isolated from two male and two female subjects were cultured under serum-free differentiation conditions for at least 28 days prior to drug treatment. Details regarding metadata information, including cell line metadata and the quality control and assurance metrics, can be found on www.dtoxs.org.

### Dose–response experiments

For two of the four cell lines, dose–response experiments were conducted treating cells for 48 h with eight increasing perturbagen concentrations (5 nM, 50 nM, 100 nM, 500 nM, 1 µM, 5 µM, 10 µM, and 100 µM) and vehicle-treated control, in quadruplicates. We assayed for viability through image-based analysis of nuclear counts with Hoechst 33342 (Thermo Fisher, Cat #: H3570) and MitoTracker Red (Thermo Fisher, Cat #: M22426) for mitochondrial toxicity. Details of the experimental protocols for cell culture, drug treatment, and transcriptomics have been described as step-by-step standard operating procedures for the various experiments available on www.dtoxs.org.

### Transcriptomics

Cells were treated for 48 h with a single perturbagen concentration around the maximal concentration (Supplementary Table 1). After drug treatment, the cells were lysed, RNA was collected using TRIzol, and gene-expression profiles were measured using the 3′ digital gene-expression method^33,34^.

### Sequence alignment and processing of gene-expression data

The raw sequences were demultiplexed. Combined standard RNAseq files were aligned to the reference human genome hg38 using the STAR software suite^35^. The resulting alignment files were parsed to identify the fragments with acceptable alignment quality, to remove duplicate fragments, and to assign accepted fragments to the corresponding genes. The resulting read-count (i.e., transcript count) table was then subjected to correlation analysis at each treatment condition, to identify and remove outlier samples, determined by predefined thresholds. 

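The count table of the validation libraries holds what remained after this step, and no further library was left out of the values given for these KIs. On log2 CPM over the genes tested, the mean Pearson correlation of a library with the other libraries of its line and treatment, which is across genes and not across independent replicates, was 0.950 or higher in 69 of 70 libraries. The exception was the control library of line A, replicate 1, with 5420069 counts. Its median absolute log2 deviation from the other 3 controls of line A was 1.05. For those 3 controls it was 0.126 to 0.159 among themselves, and 0.371 to 0.423 with replicate 1 in their reference. It detected 17556 genes against at least 18784 in every other library. The ceritinib library of line D, replicate 1, with 5647390 counts, had the next lowest correlation. In the control library of line B, replicate 1, 6 sarcomere genes (MYH6, MYH7, TNNI3, MYL2, MYL7, and MYBPC3) summed to 1227 CPM, against a median of 0.337 over the 68 libraries other than this one and the nintedanib library of line A, replicate 4. No pair of libraries held identical counts.

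**Figure D2:**
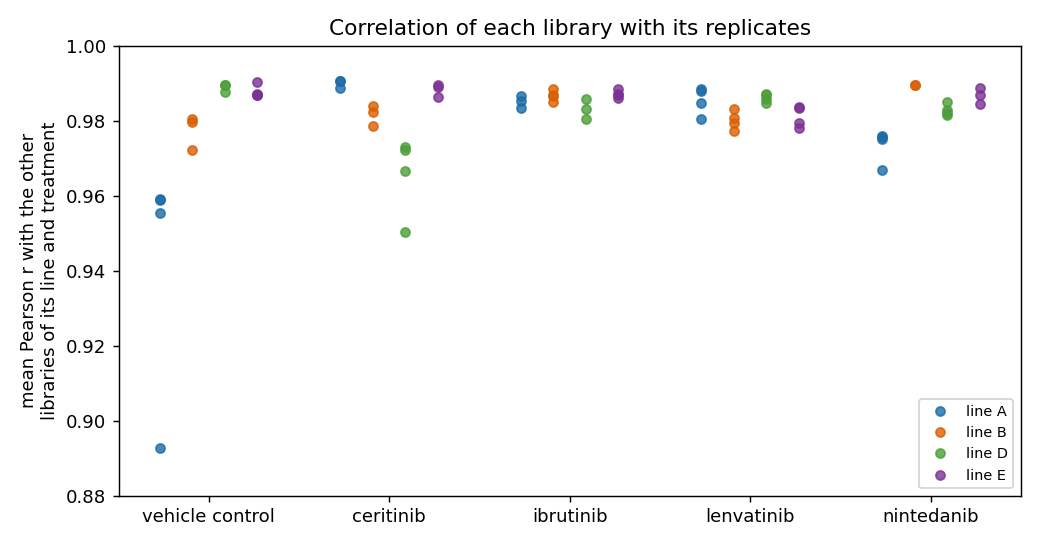
Mean Pearson correlation across genes (vertical axis, log2 CPM) of each of the 70 libraries with the other libraries of its line and treatment (horizontal axis, colours for lines). The control library of line A, replicate 1, sits at 0.893 and the other libraries at 0.950 or above.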

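With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, applied to the validation libraries, lenvatinib changed 2758 genes, of which 1380 rose and 1378 fell. Nintedanib changed 20 genes (16 rose, 4 fell) and ceritinib 0 genes. At an unadjusted p under 0.05 the counts were 5150, 1626, and 945. With the investigative unit as a block within each line, nintedanib changed 150 genes (101 rose, 49 fell) and ceritinib 25 genes (21 rose, 4 fell). The same block in fits of 1 KI and the controls gave 0 genes for each, so these higher counts rest on the fit to all libraries. Of the 20 genes changed by nintedanib, 19 were also among those changed by lenvatinib, and the comparisons share their control libraries.
The genes with the smallest p that moved the same way in each of the 4 lines are given for each KI. Under lenvatinib EGR1 (chromosome 5, 138465479 to 138469303, GRCh38), an immediate early gene, fell from 22.3 ± 14.9 CPM (SD, n = 14 controls) to 4.04 ± 4.54 (SD, n = 16), a log2 fold change of -2.82 (SE 0.27, adjusted p = 6.5e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ETV5 (chromosome 3, 186046314 to 186109089) fell from 34.1 ± 21.1 to 10.1 ± 4.43 CPM, by -1.57 on the log2 scale (SE 0.14). PTX3 (chromosome 3, 157436850 to 157443633) fell from 349 ± 119 to 141 ± 95.5 CPM, by -1.49 (SE 0.15). PLAT (chromosome 8, 42174718 to 42207565), which encodes tissue plasminogen activator, rose from 198 ± 128 to 358 ± 157 CPM, by 1.01 (SE 0.097). MAP2K6 (chromosome 17, 69414697 to 69553865) rose by 2.49 (SE 0.26) and FAXDC2 (chromosome 5, 154818492 to 154850603) by 1.10 (SE 0.12). None of these 6 genes lost its call under lenvatinib in any alternative that tested it.
Under nintedanib PLAT rose by 0.51 (SE 0.10, adjusted p = 0.0263 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), JAM2 (chromosome 21, 25639258 to 25717562) by 0.55 (SE 0.12) and CCDC74B (chromosome 2, 130139287 to 130145112), which has a close paralog, by 0.72 (SE 0.16). SYT7 (chromosome 11, 61513714 to 61588387) fell from 4.13 ± 1.42 to 2.30 ± 0.76 CPM (SD, n = 14 and 13), by -0.82 (SE 0.18), and TUBA1B (chromosome 12, 49127782 to 49131395), which shares sequence with other tubulin genes, by -0.58 (SE 0.13). Each of these 5 genes kept its direction and lost its call in some of the fits that left out an investigative unit or a line. Calls were also lost with all libraries kept. Nintedanib changed 2 genes with no low-count filter, neither of them among these 5. In the fit of the nintedanib and control libraries alone it changed 2, and of the 5 only CCDC74B kept its call. With the additive model it changed 10, and 0 of these fell, so SYT7 and TUBA1B lost their call there. Ceritinib had no gene to name by this rule. ACAT2 and FDPS, chosen after their values were seen, had the smallest p, with log2 fold changes of 0.98 (SE 0.20) and 0.72 (SE 0.15) and an adjusted p of 0.0746 each from the same edgeR test with Benjamini-Hochberg adjustment. With the block, both were called in the fit to all libraries, but neither in that of the ceritinib and control libraries alone. Without the control library of line A, replicate 1, ceritinib changed 23 genes (20 rose, 3 fell) and nintedanib 57. ALK, the target of ceritinib, had 0.26 ± 0.17 CPM (SD, n = 14) in the controls.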

The gene read-count tables were then subjected to differential gene-expression analysis using the R package EdgeR^36^. Details of these computational procedures are described elsewhere^23^, and step-by-step protocols are available on www.dtoxs.org. The resulting normalized and log-transformed fold-change gene- expression values for each sample are also deposited for public access to the DToxS data repository (www.dtoxs.org).

### Processing and exploratory analysis of gene-expression data

The median log-transformed gene-expression fold-change value was calculated across all cell lines for each individual KI. 

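The fold changes of the validation libraries were also taken in each line before they were summarised. In lines A, B, D, and E, the number of genes changed was 2949, 179, 584, and 0 for lenvatinib and 1143, 0, 1, and 0 for nintedanib. It was 167, 71, 0, and 0 for ceritinib and 314, 57, 0, and 0 for ibrutinib. With the investigative unit as a block, the counts in line A were 89 for ibrutinib and 406 for nintedanib, those in line B were 27 for ceritinib, 6 for ibrutinib and 459 for lenvatinib, and nintedanib had 2 in line D and 1 in line E. Many of these counts also moved when libraries were left out. Without replicate 1 of the line A controls, the counts in line A were 0 for nintedanib, 1 for ibrutinib, 51 for ceritinib and 1410 for lenvatinib. The nintedanib count of line A stayed at 869, 737, and 687 without lines B, D, and E. In the same fits that of ibrutinib fell to 2, 6, and 0 and that of ceritinib to 27, 20, and 39. The ibrutinib count was 1 without investigative unit 1, which holds the line A control. It was also 0 without unit 2 or 3, which do not hold it, but 1001 without unit 4. These counts therefore cannot decide the part of that control in the falls of ibrutinib and ceritinib. Without replicate 1 of the line B controls and the nintedanib library of line A, replicate 4, the counts in line B were 0 for ceritinib and 0 for ibrutinib, and they were also 0 and 0 without investigative unit 2, which holds neither library. The lenvatinib count of line B moved without a clear tie to that control, to 6 without these 2 libraries, to 122 when the line A control was left out as well, and to 181 without investigative unit 1, which holds both controls. Without the line A control alone, the lenvatinib counts were 474 in line B and 1230 in line D. That of line D was 592 without investigative unit 1 and 221 without unit 4, and lower still without unit 2 or 3. A count in 1 line and none in another does not by itself show a difference, so the difference between lines was tested directly. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the fold change differed between lines for 38 genes under lenvatinib, 2 under ceritinib, 0 under ibrutinib and 0 under nintedanib. At an unadjusted p under 0.05 these counts were 2370, 1235, 1120, and 1462. With the block, 200 genes differed under lenvatinib, among them 34 of the 38, and 38 under ceritinib, among them both of the 2. In fits of 1 KI and the controls with the block, the counts were 2 for lenvatinib and 0 for ceritinib.
The log2 fold change of EGR1 under lenvatinib lay between -4.15 and -0.41 over the lines (adjusted p of the difference 0.0146 from the same edgeR test with Benjamini-Hochberg adjustment), and those of ETV5 and PLAT between -2.26 and -0.33 and between 0.20 and 1.55. The smallest changes belonged to line E. Of the genes that lenvatinib changed in the fit without line E, 61.6% moved in the same direction in line E, against 91.2% to 96.5% when line A, B, or D was left out in turn. In lines A, B, and D every lenvatinib library scored above every control library on the genes that were called without that line and changed by more than 0.5 on the log2 scale. In line E the control library of replicate 4 scored highest, at 0.46, and the lenvatinib library of replicate 4 scored -0.10, within the range of the other controls of the line. The number of genes whose lenvatinib effect differed between lines fell under most omissions, to 27, 2, 8, and 5 without investigative units 1 to 4 and to 3, 26, 28, and 0 without lines A, B, D, and E.

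**Figure D3:**
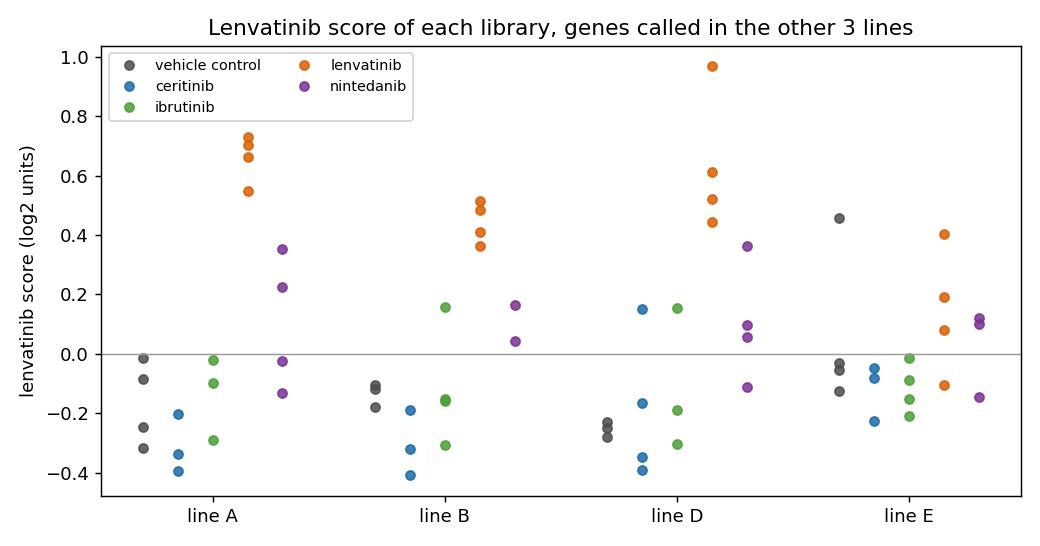
Lenvatinib score of each library (vertical axis, mean log2 deviation from the median of its line over the genes changed by lenvatinib in the fit without that line with a log2 fold change above 0.5 in size, signed by their direction there) by line and treatment. The lenvatinib libraries sit above the controls in lines A, B, and D, and 1 control library of line E sits at 0.46.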

The resulting matrix of gene fold-change values by KIs was used for the regression analysis. To obtain insight into the general patterns present in this KI-perturbed transcriptomics dataset, we generated rankings of the top 500 genes for each drug, by their absolute mean fold-change value, i.e., whether positive or negative. For each of these KI-associated rankings, we determined the frequency of these changes being also present in the ranking of other drugs, e.g., the similarity in genes present in the top 250 gene lists for each KI. This was visualized using the Jaccard index, and by plotting the most highly drug-connected genes against the associated drugs. Principal component analysis for the first three principal components on the absolute mean fold-change values for each drug was performed to further assess similarity between drugs in their gene-expression values.

### Calculation of tissue cell line expression similarity

Pairwise expression similarity scores were computed based on the Jaccard coefficient of a binary matrix based on RNA sequencing data from PromoCell cardiomyocyte exposures to kinase inhibitors. The top 500 genes for a KI were set as 1, while genes that were not in the top 500 were set as 0.

### Calculation of clinical risk RORs

Adverse-event frequencies from the FDA Adverse Event Reporting System (FAERS) were obtained from the AERSmine resource^37^, which contains a curated version of the FAERS database. ADRs in the FAERS database are organized according to MedDRA^38^, which is a hierarchical ontology to classify ADRs from high-level organs associated with the pathology to reported low-level specific pathological conditions. We downloaded the frequencies of the occurrence of ADRs for all protein KIs available in FAERS, together with all other frequencies of ADRs reported for these KIs. A time-stamped record of this download to reproduce this analysis was retained. RORs were then computed for each KI using the frequency *f*_*dt*_ of the ADR of interest, the frequency *f*_*dn*_ of any other ADR occurring, the frequencies *f*_nt_ of occurrence of the ADR of interest for any other protein kinase inhibitor, and the frequency *f*_*nn*_ for all other ADRs and KIs. The ROR was calculated using Eq. (1)

1 $${\rm{ROR}} = \frac{{f_{dt}/f_{dn}}}{{f_{nt}/f_{nn}}},$$

whereas the standard error (SE) of the log ROR was calculated using Eq. (2)

2 $${\rm{SE}}_{{\rm{logROR}}} = \sqrt {\frac{1}{{f_{dt}}} + \frac{1}{{f_{dn}}} + \frac{1}{{f_{nt}}} + \frac{1}{{f_{nn}}}},$$

with the log-transformed confidence interval (CI) being calculated as follows: CI = log(ROR) ± 1.96*SE^logROR^.

Adverse events in FAERS are mapped to the MEDDRA dictionary^38^. CT events related to heart failures and cardiomyopathies, excluding arrhythmogenic ADRs and coronary artery disorders, were selected from the main MEDDRA cardiac ADR group. The selected ADRs primarily reflected different stages of heart failure, which were grouped together.

### Elastic net regression analysis

The FAERS-derived risk RORs for CT were regressed against the KI-associated vectors of mean fold-change values across the four cell lines. A two-step regression procedure was then used to select predictor genes reducing the sensitivity to changes in dataset composition. For this, we first generated 1000 bootstrap datasets with replacements for gene expression–KI risk score pairs. Each of these bootstrap datasets was fit using an elastic net regression model (R version 3.4.3, package glmnet, version 2.0-16). The genes that were selected as predictors (i.e., nonzero regression coefficient) and the scaled values of the gene-associated coefficients were saved for each bootstrap dataset. Across all bootstrap datasets, the relative frequency of the selection of gene-based predictors, and the mean-scaled coefficient value was computed. We then calculated the product of the mean frequency and scaled coefficient value, rank predictors by their importance with respect to robustness (selection frequency). A large number of percentiles of these rankings were evaluated using leave-one-out cross-validation. The selection percentile (99.755%) resulting in optimal prediction errors (RMSE) was then used to select a subset of gene-based predictors, and the model that generated the final gene-expression signatures. The selected predictor genes were then ranked by their relative importance, and by their median fold-change values, and displayed as clustered heatmaps. We finally evaluated the predictive value of the resulting regression model to predict CT risk scores for the two left-out KIs.

When using this approach to analyze similar datasets of cardiomyocyte transcriptomes together with risk scores, it is possible that potentially different genes are identified than those described in the current report. This difference associated with the intrinsic property of penalized regression approaches that select predictors from potentially highly correlated sets of predictor candidates. Hence, small changes in either risk scores or gene-expression datasets may affect correlation structures of the data and thereby the list of genes for a signature.

### Enrichment and network analyses

Enrichment analysis was performed based on a one-tailed Fisher’s exact test using R (package stats), in order to identify enrichment of specific genes in predefined gene lists. For enrichment of pathways and biological processes, we used the KEGG database (2016), and for enrichment of protein kinases, we used the KEA database (2015). Diseases were excluded from the KEGG list of processes (e.g., diabetes, depression, and cancer), in order to only evaluate general biological processes or pathways. We used the top 250 DEGs ranked by *p* value for each KI to perform enrichment analysis. Subsequently enriched term *p* values were correlated with CT risk scores to identify kinases and pathways associated with CT risk.

The gene part of the signature for CT identified in the regression analysis was used as seed note to perform a protein–protein interaction network (PPI) analysis, conducted using the web application X2K^39^, which aims to identify associated kinases and transcription factors based on multiple PPI databases.

### Calculation of chemical similarity

RDkit (www.rdkit.org)^40^ was used to generate chemical fingerprints and compute pairwise Tanimoto coefficients (Tc) between the 26 tested kinase inhibitors. For each pair of inhibitors, we first calculated the Tc using four chemical fingerprints, including Morgan_2 2,048-bit (ECFP4)^41^, Morgan_1 2,048-bit (ECFP2)^41^, Daylight-like^42^, and MACCS^43^. Because each of these fingerprints capture distinct chemical properties, we computed a weighted Tc average of the three fingerprints: 30% ECFP4, 30% ECFP2, 30% Daylight-like, and 10% MACCS, which exhibited the most optimal spread of the distribution of the pairwise distances. To generate the SAS maps (Fig. 5a), we plotted the pairwise-weighted Tc values with their difference in CT scores (DCT). Finally, 0.35 was set as the threshold for chemical similarity, while half of the maximum difference was set as the threshold for DCS. Chemical structures were drawn using Marvin (www.chemaxon.com)^44^ based on SMILES strings obtained from PubChem.

### Calculation of KI-binding target similarity

Kinome-wide kinase inhibitor-binding (K_d_) profiling data were obtained from Klaegar et al.^5^, which consisted of kinome-binding (Kd) profiling data for all of the tested kinase inhibitors across 242 kinases. A heatmap was generated for selected kinase inhibitors based on the negative log of the K_d_ values from Klaegar et al. (Fig. 5c)^5^. Notably, the *K*_d_ values were scaled by 100,000 to avoid negative log values.

**Table 1:** Overview of KIs included in this analysis.

Drug	Three-letter code	Approval year^a^	Therapeutic targets	Concentration (µM)^b^
Afatinib	AFA	2013	ErbB2 and EGFR	0.05
Axitinib	AXI	2012	VEGFR1/VEGFR2/VEGFR3/PDGFRB/c-KIT	0.2
Bosutinib	BOS	2012	Bcr-Abl and SRC	0.1
Cabozantinib	CAB	2012	c-Met and VEGFR2	2
Ceritinib	CER	2014	ALK	1
Crizotinib	CRI	2011	ALK and HGFR	0.25
Dabrafenib	DAB	2013	BRAF	2.5
Dasatinib	DAS	2006	ABL, ARG, KIT, PDGFRα/β, and SRC	0.1
Erlotinib	ERL	2004	ErbB1	3
Gefitinib	GEF	2003	ErbB1	1
Imatinib	IMA	2001	Bcr-Abl	5
Lapatinib	LAP	2007	ErbB1	2
Nilotinib	NIL	2007	Bcr-Abl	3
Pazopanib	PAZ	2009	VEGFR2, PDGFRα/β, and KIT	10
Ponatinib	PON	2012	Bcr-Abl, BEGFR, PDGFR, FGFR, EPH, SRC, c-KIT, RET, TIE2, and FLT3	0.1
Regorafenib	REG	2012	RET, VEGFR, and PDGFR	1
Ruxolitinib	RUX	2011	JAK	1
Sorafenib	SOR	2005	BRAF, VEGFRs, PDGFRα/β, FLT3, and KIT	0.5
Sunitinib	SUN	2006	VEGFR, PDGFR, CSF1R, FLT3, and KIT	1
Trametinib	TRA	2013	MEK1 and MEK2	0.1
Tofacitinib	TOF	2012	JAK	1
Vandetanib	VAN	2011	RET, VEGFR, and EGFR	0.33
Vemurafenib	VEM	2011	BRAF	2

^a^US approval date, first indication.

^b^Derived from maximum total (bound  +  free) plasma concentrations in humans as reported in the literature.

Table S3 lists the purity and literature references to clinical concentrations.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All processed RNAseq data and the curated version-controlled standard operating procedures featured in this study can be downloaded freely at (www.dtoxs.org)^22^ or the LINCS Data Portal (http://lincsportal.ccs.miami.edu/dcic-portal/). Raw transcriptomics data can be accessed through the Gene Expression Omnibus (GEO) repository with accession numbers GSE146096 and GSE146097. Source data for each figure are provided with this paper. All remaining data will be available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

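The data are the libraries of the validation set of Fig. 4d for 4 KIs and vehicle control in 4 lines of primary human ventricular cells, 70 libraries in all, each from 1 well after 48 h. The labels of the samples gave the line, the treatment, the replicate and the well, and every column of the count table matched 1 sample, with 0 columns unmatched. The dose of ceritinib is that of Table 1, the doses of the other KIs are those of the labels, and the labels give another dose for 2 libraries, 1 of ceritinib and 1 of lenvatinib. The earlier libraries, made with the 3′ digital gene-expression method, and the validation libraries of regorafenib and sunitinib were not analysed here.
The authors deposited raw counts of fragments per gene. Before that they aligned the reads to hg38 with STAR, kept fragments of acceptable alignment quality, removed duplicate fragments, assigned the rest to genes, and removed outlier samples by their correlation within a treatment. The paper's text names neither the version of the aligner, the gene annotation nor the thresholds. Removal of duplicates by position caps the counts of short, highly expressed genes, and whether the counting used strand is not stated, so overlapping and antisense genes are uncertain.
From the counts, edgeR 4.0.16 in R 4.3.3 was used for all main results. Genes were kept by its default filter over the 20 groups of line and treatment (18374 of 38478 genes), libraries were scaled by TMM, and a quasi-likelihood model with 1 mean per group was fitted to all libraries, which share 1 estimate of the spread. The contrast for a KI was the mean over the 4 lines of the difference from the control of the same line, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. A test with all differences between lines asked whether the effect differed. A prior count of 0.125 was used for fold changes, and CPM values are on TMM-scaled library sizes.
The signature list was the 25 gene names of Fig. 4b. It was tested as a set with edgeR's fry, which uses rotations and no preset correlation, in either direction. Lists for cholesterol synthesis (15 genes), endoplasmic reticulum stress (14 genes), transcripts of mitochondrial DNA (13 genes) and growth factor response (14 genes) were tested with fry by direction, 16 tests in all, and lists of cardiomyocyte and fibroblast markers were read as levels in the controls. Sizes of the signature were set against 10000 random lists of matched expression. The genes named in the text are, for each KI, the 3 that rose and the 3 that fell with the smallest p among changed genes with the same direction in all lines and a mean log2 fold change of at least 0.5 in size, every signature gene that changed, and ALK and BTK as levels. Genes named outside this rule are said to be chosen after their values were seen. The samples' mapping, the tests, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from the alternatives that are said to be chosen afterwards.
Total counts ranged from 5023923 to 53831114, with a median of 21469023. Coordinates are those of RefSeq on GRCh38.p14, matched by symbol or by a single synonym for 33269 of the 38478 genes. Transcript length and GC content came from the canonical transcripts of GENCODE release 44, for 15623 of the genes tested (85.0%). Replicate libraries were compared before they were averaged, and 0 duplicated libraries were found. The labels give each library an investigative unit, numbered within its line and shared by wells of different treatments, which differs from the replicate number in 7 of the 70 libraries. Libraries of the same line and unit were taken as paired by this label. Their RNA concentrations in the labels stood apart for unit 4 of line E (62.8 to 83 ng/µl, against 22.8 to 49.8 in its other units) and unit 3 of line D (105 to 144, against 41.4 to 99.4), and for no unit of lines A and B. In the counts, the median correlation of the deviations of libraries of 1 unit from their group means was 0.0942 (57 of 122 pairs above 0.1), and that of libraries of different units -0.0398 (44 of 366 above 0.1), so the shared deviations were not seen in every pair. The model without this block was fixed as the main one, and the value with the block is given beside a result where it changed the call or moved a count by more than 1.5 times.
The tests were run on simulated data first. Of 200 genes changed by 1 log2 unit in simulated counts with the means, spread and library sizes of these libraries, 199 were called, with 8 others. Another 200 genes were raised by a larger step in 1 line only, and 195 of these were called as differing between lines, with 11 others. Both sets were drawn from genes above the median expression. The simulated libraries held no outlying library and no deviations shared within a unit. These counts therefore do not give the power for low genes or smaller differences between lines. Since all KIs share the controls, 100 unchanged KI groups were simulated against them for every overlap or correlation between KIs. For each KI, 100 splits of its libraries and the controls within lines, the real one included, were fitted to see how often another split gave a result as large. A further 100, the real one included, parted each pair of a KI and a control library of the same line and unit, as the real split does.
The alternatives were edgeR's RLE size factors, no low-count filter, a filter of at least 10 counts in every library, DESeq2 1.42.0, a block for the investigative unit within line, an additive model, only the KI and control libraries in the fit, a prior count of 2, the mean in place of the median over lines, the 2 libraries of another labelled dose left out, each investigative unit and each line left out in turn, and other rankings and list lengths for the overlap. Chosen after the data were seen were robust dispersion estimates, a correction for GC content and transcript length, the same correction together with the block, and fits without the control library of line A, replicate 1, without the control library of line B, replicate 1, and the nintedanib library of line A, replicate 4, and without all 3. Each library is a separate well of a line, so the replicate error covers wells of 1 plate and 4 lines and no repeat of the experiment.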

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

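The tests on the correlation of the control library of line A, on GC content, on the list results, on nintedanib and sarcomere genes, and on an exchange of libraries of line E were chosen after those results were seen, and the others before.
In 42 groups of 4 values tested for a value far from the others, 8 had one, where chance gives about 1 in 20. The control library of line A, replicate 1, had a mean correlation of 0.893 with its group. Low depth is argued against, since the other controls of line A thinned to its total count deviated by at most 0.207 (median absolute log2 deviation) against 1.05 in this library. A trend by GC content or transcript length is argued against as the whole cause, since a deviation of 0.753 was left after both trends were removed, although the library's deviation falls with transcript length (Spearman rho -0.50). A library of another line is argued against by its mean correlation of 0.893 with line A against at most 0.865 with another line. A low RNA concentration is argued against, since 14 other libraries of line A had a lower one, and impure RNA by an absorbance ratio of 1.61, within the range of the other libraries of the line (1.59 to 1.82). Its cause stays open, and no biological explanation was tested, since the design names none for 1 control well. The nintedanib library of line A, replicate 4 (mean correlation 0.967, 5023923 counts), and the control library of line E, replicate 2 (0.990, above the others of its group), stood apart by much less.
Nintedanib changed 1143 genes in line A, against 0, 1, and 0 in lines B, D, and E. Without the control library of line A, replicate 1, the count was 0, which is consistent with that library as the source of the excess. A difference in depth is argued against, since the nintedanib and control libraries of line A had a median total count of 18108130.5, below the 19243479 of line D.
Sarcomere genes were counted at high levels in a few libraries of these cultures. The sum of MYH6, MYH7, TNNI3, MYL2, MYL7, and MYBPC3 was 353 CPM in the nintedanib library of line A, replicate 4, 29.9 in the lenvatinib library of line A, replicate 4, 12.4 in the lenvatinib library of line B, replicate 1, and 1.53 in the nintedanib library of line D, replicate 3. In groups of 3 libraries, too small for this test, the control library of line B, replicate 1, had 1227 and the ceritinib library of line A, replicate 2, had 32.2. The lenvatinib library of line D, replicate 4, had 9.93 and the ibrutinib library of line B, replicate 1, had 6.59, neither past the test. The median over the other 68 libraries was 0.337. An effect of nintedanib is argued against, since only 2 of the 12 other nintedanib libraries lay above every control of their line. Those of line B could hardly pass the control at 1227 CPM. At 0.138 and 0.188 CPM they also lay below the other controls of that line (0.784 and 2.13). RNA or reads of differentiated cardiomyocytes from outside these wells are a candidate explanation. Of 28 further genes that stood out in the line B control, such as TNNI1, DES, and LDB3, 85.7% also stood out in the line A nintedanib library, against 0.0333% of the other genes, and the excess there was a common share of that in the control (median ratio 0.272, quartiles 0.230 to 0.305). MYH7, the most abundant of them, was at 753 CPM in the line B control against at most 0.627 in the other controls of that line. The levels of the other libraries above that median were not traced in this way, and some differentiated cells within these wells stay open.
The effect of ceritinib differed between lines for 2 genes, LPIN1 and KCNH2, named after their values were seen. Without the control library of line A, replicate 1, 1 of them was still called, so that library is not the whole cause. Without the control of line B, replicate 1, and the nintedanib library of line A, replicate 4, none was called (unadjusted p under 0.05 for 1235 genes with all libraries). KCNH2 was at 5.71 CPM in that line B control against a mean of 0.194 over all libraries, while LPIN1 was at 50.6 CPM there against a mean of 55.9, so it was not raised in that control. With the investigative unit as a block the effect differed for 38 genes, both of these included. None of the 100 splits of the ceritinib and control libraries gave fewer than the real split, which called 0 genes in this smaller fit, so that 100 of 100 were as large, as were 100 of 100 splits that parted each of the 11 pairs by unit.
The effect of lenvatinib differed between lines for 38 genes, and 29 of these had their smallest change in line E. In the fit with only the lenvatinib and control libraries, 2 of 100 splits gave as many genes as the real one, which had 5. Of the 100 splits that parted each of the 14 pairs of a lenvatinib and a control library of the same line and investigative unit, 10 gave as many, up to 809 genes, and such a split can reverse the effect in a whole line. Such a reversal makes a difference between lines by itself, so these splits cannot decide whether the real count is set apart. With the unit as a block, all libraries gave 200 genes, among them 34 of the 38. In the fit of the lenvatinib and control libraries alone the block gave 2 genes, and 8 of the 100 splits by pair gave as many. The higher count with the block thus rests on the fit to all libraries. The control library of line A, replicate 1, is argued against as the cause, since 37 of the 38 genes were still called without it. The count was 0 without line E and 5 without investigative unit 4, but also 2 without unit 2, 8 without unit 3 and 3 without line A, so these drops do not single out line E or unit 4. The growth factor response list changed by -1.41, -1.04, and -1.08 in lines A, B, and D and by -0.09 in line E. Wells of line E that received no lenvatinib stay open for some of its libraries and cannot be told apart from a weaker response of the line, since between 24.1% and 83.1% of the genes moved in the direction of the other lines over the 4 libraries. An exchange of the control and lenvatinib libraries of replicate 4, which sat side by side on the plate, is a candidate explanation for part of the pattern. On 1377 genes called without line E and changed by more than 0.5 on the log2 scale, the control library of replicate 4 scored 0.46 and the other 3 controls between -0.13 and -0.03, while the lenvatinib libraries of replicates 1 to 4 scored 0.19, 0.08, 0.40, and -0.10. The growth factor response list, fixed beforehand, gave -0.58 for the control library of replicate 4 and -0.76, -0.02, -0.57, and 0.16 for the lenvatinib libraries of replicates 1 to 4, against -1.29 to -0.57 over the lenvatinib libraries of the other lines. The 4 libraries of investigative unit 4 of the line shared a higher RNA concentration (62.8 to 83 ng/µl, against 22.8 to 49.8 in the other units of the line), but its ceritinib and ibrutinib libraries scored -0.083 and -0.087, unlike its control. The labels were kept in every fit, and an exchange would leave the lenvatinib library of replicate 2, low by both measures, unexplained. A difference of donor biology between the lines was not tested apart from these.
Among gene lists that the paper does not analyse in these libraries, the cholesterol synthesis list rose under ceritinib by a mean log2 fold change of 0.61 (fry, Benjamini-Hochberg adjusted p = 0.00237 over 16 tests, 15 of 15 genes up). A bias by GC content or transcript length is argued against, since the adjusted p after correction was 0.0027, and 1.2e-04 with the investigative unit as a block in the same fit. As small a p for this list was found in 1 of 100 splits, the real one, but in 5 of the 100 splits that parted each pair by unit, and in 13 of these with the block in the fit of the ceritinib and control libraries alone, where the unadjusted p was 0.0374. The list is therefore not set apart from splits of this kind, and the smaller p with the block rests on the fit to all libraries. The growth factor response list changed by -0.90 under lenvatinib (adjusted p = 8.9e-13, 12 of 14 genes down; 2.0e-13 after correction for GC content and length) and by -0.25 under nintedanib (adjusted p = 0.025, 12 of 14 down). The endoplasmic reticulum stress list changed by -0.32 under lenvatinib (adjusted p = 0.0014, 13 of 14 down) and by -0.24 under nintedanib (adjusted p = 0.0315, 14 of 14 down). As small a p was found in 1 of 100 splits for each lenvatinib list and in 2 of 100 for each nintedanib list, and among the splits that parted each pair by unit in 1 of 100 for each of these 4 (with the block, 2 of 100 for the endoplasmic reticulum stress list under lenvatinib and 1 for the others). A direct effect of these KIs on sterol synthesis and on growth factor signalling is a hypothesis that these libraries do not test further. The other 11 tests had an adjusted p above 0.05, with mean log2 fold changes between 0.031 and 0.10 for the mitochondrial DNA list, of 0.05 (ibrutinib), -0.32 (lenvatinib, adjusted p = 0.138, and -0.38 with the block, adjusted p = 0.0040), and 0.01 (nintedanib) for cholesterol synthesis, of 0.12 (ceritinib) and 0.01 (ibrutinib) for endoplasmic reticulum stress, and of 0.04 (ceritinib) and -0.10 (ibrutinib) for growth factor response.
The number of changed genes was as large as the real one in 100 of 100 splits for ceritinib (real count 0 in the fit with only its own and the control libraries), in 1 for ibrutinib (7 genes), in 1 for lenvatinib (2093 genes) and in 2 for nintedanib (2 genes). For signature genes, 1 split of 100 was as large for lenvatinib and all 100 for ceritinib, ibrutinib, and nintedanib, whose real counts were 0. For the signature as a list, as small a fry p was found in 3 splits for lenvatinib (unadjusted p = 0.141). It was found in 95 for ceritinib, 65 for ibrutinib and 27 for nintedanib. For genes that differ between lines, all 100 splits were as large for ceritinib, ibrutinib, and nintedanib, whose real counts in these fits were 0. The other splits parted a median of 7 of the 11 pairs by unit for ceritinib, 7 of 12 for ibrutinib, 8 of 14 for lenvatinib and 6 of 11 for nintedanib. Among the 100 splits that parted every pair, as many genes changed in 100 for ceritinib and in 1, the real one, for each of the other KIs, where the largest count of another split was 1 for ibrutinib, 1177 for lenvatinib and 0 for nintedanib. With the block in these fits of 1 KI and the controls, the real counts were 0 for ceritinib, ibrutinib, and nintedanib and 1278 for lenvatinib, so that the higher counts given with the block rest on the fit to all libraries.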

How the results depend on the processing

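The named genes were refitted 363 times under the alternatives, and none changed direction, while in 68 fits a gene lost its call. Of 816 other values, 660 stayed and 156 changed. Where a count moved, the cause was not tested, apart from fewer libraries or genes by construction. Ranges are over fits that each left out an investigative unit, a line, or 1 to 3 single libraries.
Ceritinib changed 0 genes (945 at an unadjusted p under 0.05), 6 with no low-count filter, 15 with DESeq2, 1 with the additive model, 6 with the GC content and length correction, and from 0 to 53 over the fits that left out libraries. It differed between lines for 2 genes, 7 with no filter, 8 with DESeq2, 0 with only its own and the control libraries, 1 with the filter of 10 counts, and from 0 to 28 over the fits that left out libraries. Ibrutinib changed 14 genes, 64 with DESeq2, 7 with only its own and the control libraries, 33 with the additive model, 42 with the GC content and length correction, and from 2 to 35 over the fits that left out libraries, and it differed between lines for 0 genes, and 0 to 1 over those fits. Nintedanib changed 20 genes, 2 with no filter, 95 with DESeq2, 2 with only its own and the control libraries, 10 with the additive model, 121 with the GC content and length correction, and from 0 to 108 over the fits that left out libraries. With DESeq2 it differed between lines for 78 genes.
Lenvatinib changed 737 to 3627 genes over the fits that left out libraries. It differed between lines for 38 genes, 558 with DESeq2, 5 with only its own and the control libraries, 96 with the GC content and length correction, and from 0 to 81 over the fits that left out libraries. It changed 1 signature gene, 2 with DESeq2, 0 with the filter of 10 counts, 2 with the additive model, 3 with the GC content and length correction, and from 0 to 4 over the fits that left out libraries. Signature genes changed by the other KIs stayed at 0 in every alternative. The size of the signature change moved by less than its spread over lines (SD) for all 4 KIs. That spread was 0.245 for ibrutinib, 0.197 for lenvatinib and 0.279 for nintedanib, above the sizes themselves (0.106, 0.179, and 0.151). For these KIs even the loss of the whole change would have passed, so the comparison cannot show that the size was stable.
With the investigative unit as the replicate block, ceritinib changed 25 genes, ibrutinib 72, and nintedanib 150, the effect differed between lines for 38 genes under ceritinib and 200 under lenvatinib, and the cholesterol synthesis list changed by -0.071 under ibrutinib, -0.38 under lenvatinib (past the threshold), and -0.13 under nintedanib. Among the gene lists, the block changed no other call. It also moved counts within single lines, such as from 1143 to 406 for nintedanib in line A. For lenvatinib it called 3016 genes, among them 2582 of the 2758. Together with the GC content and length correction, chosen after the data were seen, it gave 64 changed genes for ceritinib, 254 for ibrutinib, 4426 for lenvatinib, and 521 for nintedanib, 33, 3, and 529 genes that differed between lines for the first 3, and 2 signature genes for lenvatinib. The cholesterol synthesis list then changed by -0.069 under ibrutinib, -0.38 under lenvatinib (past the threshold), and -0.13 under nintedanib.
Over 21 alternatives the growth factor response list under lenvatinib kept its call in all, the endoplasmic reticulum stress list lost it in 1 under lenvatinib and in 6 under nintedanib, the cholesterol synthesis list under ceritinib in 3, and the growth factor response list under nintedanib in 8. Among lists without a call, the endoplasmic reticulum stress list under ceritinib gained a call without investigative unit 1 (0.25, adjusted p = 0.0102) and with the block and the correction (0.12, adjusted p = 0.0281). The growth factor response list under ceritinib turned to -0.0081 with the filter of 10 counts, the endoplasmic reticulum stress list under ibrutinib to -0.0017 with RLE size factors, and the cholesterol synthesis list under nintedanib to -0.0059 with the additive model, while that under lenvatinib passed the threshold at -0.32 with only its own and the control libraries. The growth factor response list under nintedanib missed it at -0.21 with the filter of 10 counts and -0.22 with the additive model. Over the fits that left out libraries, mean log2 fold changes ranged under ceritinib from 0.35 to 0.83 (cholesterol synthesis), 0.047 to 0.25 (endoplasmic reticulum stress), -0.015 to 0.12 (mitochondrial DNA), and -0.044 to 0.12 (growth factor response). Under ibrutinib they ranged from -0.037 to 0.25, -0.042 to 0.089, and -0.035 to 0.10 for the first 3 of these lists, and under nintedanib from -0.092 to 0.18, -0.28 to -0.18, -0.032 to 0.10, and -0.40 to -0.17 for the 4 lists. The endoplasmic reticulum stress list under lenvatinib ranged from -0.40 to -0.23.
The median top 250 overlap over all pairs of KIs was 0.195 when genes were ranked by absolute fold change. Ranked by p, the pairs lay between 0.0204 and 0.152. Simulated unchanged KIs were not ranked by fold change, so the part of the shared controls in this rise stays open. The correlation of the same KI between lines minus that of the same line between KIs was -0.44 with the filter of 10 counts, -0.45 with the GC content and length correction, -0.34 with Spearman correlation, -0.38 over called genes, 0.048 with separate control libraries for each KI, and from -0.59 to -0.36 over the fits that left out libraries.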

Other observations

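The test on controls shared by lenvatinib and nintedanib was chosen before its result was seen, and the test on sarcomere transcripts and ibrutinib too.
The paper reports a limited overlap of top genes between KIs and a stronger grouping of its differentially expressed genes by drug than by cell for the earlier libraries. In the validation libraries, the Jaccard index of the 250 genes with the smallest p was 0.152 for lenvatinib and nintedanib and between 0.0204 and 0.046 for the other pairs. Simulated unchanged KIs that share these controls gave a median of 0.0684 (0.0373 to 0.114). The correlation across genes of the mean log2 fold changes was 0.614 for lenvatinib and nintedanib and 0.579 for ceritinib and ibrutinib, against 0.509 (0.459 to 0.558) in the simulation. That of ibrutinib and nintedanib, 0.485, lay within the simulated range. Those of ceritinib and lenvatinib (0.250), ibrutinib and lenvatinib (0.377), and ceritinib and nintedanib (0.402) lay below it. The simulated libraries were drawn independently, without an outlying library or deviations shared within a unit. The simulated ranges may therefore be too narrow, and a value outside them does not by itself set a pair apart. With separate control libraries for each KI, lenvatinib and nintedanib still had a correlation of 0.163, while the other pairs lay between -0.25 and -0.09. Without the 3 outlying libraries, left out after their values were seen, the value was 0.367 against -0.06 to 0.15 for the other pairs, which argues against the shared controls as the whole cause. Between lines, fold changes of the same KI had a median correlation of 0.0284 (simulated -0.0012), and those of different KIs in the same line 0.547 (simulated 0.496). With separate control libraries for each KI the values were 0.0608 for the same KI and 0.0126 for the same line, and without the 3 libraries 0.108 and 0.0338. Genes are not independent replicates in any of these correlations.
In the 14 control libraries, fibroblast genes were abundant, with COL1A1 at 31244 ± 8008 and FN1 at 36925 ± 18678 CPM (SD, n = 14). Of the cardiomyocyte genes, MYH6 was at 4.26 ± 15.9, MYH7 at 52.3 ± 194, TTN at 53.8 ± 121, and ACTN2 at 22.1 ± 24.0, and the means of the 15 cardiomyocyte genes lay between 0.961 (NPPA) and 53.8 CPM. Most of these values rest on the control library of line B, replicate 1. Without it MYH6 was at 0.0114 ± 0.0409, MYH7 at 0.293 ± 0.288, NPPA at 0.183 ± 0.0946, TTN at 21.5 ± 7.52, and ACTN2 at 16.1 ± 8.46 CPM (SD, n = 13), and the means lay between 0.0114 (MYH6) and 21.5 (TTN). Means of the 13 fibroblast genes lay between 8.51 (THY1) and 36925 CPM. No biological explanation of these levels was tested. Untreated cells of the earlier libraries, which the paper compares with tissues, were not analysed here.
Ibrutinib lowered more genes than it raised, and MYO18B, a muscle gene among those that stand out in the line B control, was near the top of its list by p. Sarcomere transcripts in the control of line B, replicate 1, are argued against as the whole cause, since 6 of the 12 genes that fell were still called without it and the nintedanib library of line A, replicate 4, and they may account for part of the rest.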
